A study of Mus musculus with 80 samples. Its data were reported in "Sleep is not just for the brain: transcriptional responses to sleep in peripheral tissues" (2013).

How the data were processed

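Heart tissue of 80 male C57BL/6J mice was profiled on Affymetrix Mouse Gene 1.0 ST arrays by the authors, 1 array per animal, from total RNA (Trizol plus RNeasy). The authors read the arrays with R/oligo and normalised them by RMA over all heart arrays, and the deposited values are log2 intensities. The deposited values had lost its decimal points. These were put back by a fixed rule, after 2 digits where a string starts with 10 to 13 (173799 of 2844480 values) and otherwise after 1 digit, and 1 value of an unnamed probe set that could be read both ways was read as the rest of its probe set. The restored values run from 1.38 to 13.8, and the array quartiles nearly coincide (medians 5.23 to 5.39). No further normalisation was applied. Of 35556 probe sets, 21218 carry 1 gene symbol, 1881 several and 12457 none. All were tested, and those with 1 symbol (18820 symbols, 1386 of them with more than 1 probe set) were named.

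Groups came from the labels: baseline (n = 10), sleeping at 3, 6, 9 and 12 h (n = 9 each) and sleep-deprived at the same times (n = 8, 9, 9 and 8). The pooled state effect was the moderated F of deprived against sleeping in limma 3.58.1 (R 4.3.3) on 70 arrays. The program that the study used for this step was not used here. State differences at each time, their interaction and differences from baseline came from a fit of 9 group means on 80 arrays, and trends from slopes on hours in 46 (baseline and sleeping) or 44 (baseline and deprived) arrays. All used the Benjamini-Hochberg adjustment with a false discovery rate of 1%. Sleep-repressed or sleep-enhanced transcripts passed the state effect and the slope over sleep (adjusted over the probe sets past the first step) in the same direction. Spread was tested over the baseline and sleeping groups with Bartlett's test at 1% and a Brown-Forsythe p under 0.01 (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and python 3.11.15 were used for further tests, matplotlib 3.10.9 for figures).

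The 33 gene lists, 13 of them cell type markers, were tested with camera of limma (preset correlation 0.01, 1 probe set per symbol, adjusted p under 0.05 over the lists). After regroupings of the arrays had given as many lists with the preset correlation, two-sided permutation tests of list means were added (exact at single times, 100000 resamples otherwise). These ask whether a list moved, not whether it moved more than other genes. For pooled list means, deprived animals were counted against the mean of all 36 sleeping animals, whatever their time. For single genes and for lists at single times they were counted against the sleeping mean of the same time.

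Lists, models and the rule for naming genes were fixed before the data were examined. The rule takes, among probe sets with 1 symbol past 1% and with 1 sign at all 4 times, the 12 higher and 12 lower with the largest state difference. It adds the 4 higher and 4 lower at each time, the 6 smallest interaction p values, the 6 steepest rising and 6 falling trends, the 8 largest sleep-repressed and 8 sleep-enhanced, the 6 smallest Bartlett p values, up to 4 members of each list by state effect p, all clock and cold-inducible members, and genes that the study names. A symbol with several probe sets is shown by the one with the highest mean, except in rankings by size. Predicted gene models, small RNAs and olfactory or vomeronasal receptors were counted and not named. Some examples of list members that moved in 1 comparison were chosen after their values were seen.

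Alternatives were a filter on probe sets under the 40th percentile of mean intensity, arrays centred on their medians, repeated quantile normalisation, 1 probe set per symbol, array weights, trended robust shrinkage, no shrinkage, shuffled p values, runs of title numbers as a block, time of day as a factor, single times left out or fitted alone, other models and ranges of the trends, other variance tests and groups, and camera with an estimated correlation or fry. Of the alternatives, 3 were chosen after seeing the data: list means and levels without 1 array that lay far from its group, leaving out 5 arrays whose mean correlation with the others lay more than 1.5 interquartile ranges below the lower quartile, and the means of 5 marker lists as covariates. On simulated data with 35556 probe sets the pooled state effect recovered 68.7, 92.5 and 100% of changes of 0.2, 0.4 and 0.8 on the log2 scale, that at 3 h 19.4, 64.2 and 89.4%, at 6 h 14.9, 62.7 and 93.9%, at 9 h 10.4, 61.2 and 92.4%, at 12 h 17.9, 62.7 and 87.9%, the interaction 2.99, 34.3 and 86.4%, and the trend over sleep 22.4, 65.7 and 95.5%. The variance tests recovered 59.7% of SDs raised 4 times and 97.0% raised 8 times, and 0% at 2 times. The simulated values were independent normal noise with the within-group SD of each probe set. They held no effect of time of day or of runs and no correlation between genes. Recovery in the real data may thus be lower, for instance in the pooled comparison, which leaves time of day in the error.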

Results

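Gene expression was measured in heart tissue of 80 male C57BL/6J mice, with 1 array per animal. Baseline animals (n = 10) were killed at lights-on. The other mice were left to sleep or were kept awake by gentle handling from lights-on. Both states were sampled 3, 6, 9 and 12 h after lights-on. The spontaneously sleeping groups held 9 animals at each time (36 in all), and the sleep-deprived groups held 8, 9, 9 and 8 (34 in all). All mice were on a night feeding schedule. Each array gave a log2 intensity for 35556 probe sets, of which 21218 carried a single gene symbol. Array medians lay between 5.23 and 5.39, and correlations between arrays lay between 0.978 and 0.995. Depth has no counterpart on an array, and the number of animals limits the precision. The arrays form 4 runs in the order of their title numbers, 2 with all 9 and 12 h animals and 2 with all baseline, 3 and 6 h animals. Each run holds both states at its times, so that the comparison of states can be made within runs, whereas a change over time is partly tied to them. The labels do not say what the runs stand for.

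The first question was which transcripts differ between sleep-deprived and sleeping animals killed at the same time of day. Over the 4 times together, the cell-cycle inhibitor Cdkn1a (p21, probe set 10443463) was 2.2-fold higher in sleep-deprived hearts, a log2 difference of 1.14 ± 0.11 (SE, n = 34 and 36), and all 34 sleep-deprived animals lay above the mean of the sleeping ones of the same time. The cold-inducible RNA-binding protein Cirbp (probe set 10364712) changed in the other direction, by -0.97 ± 0.071, and all 34 sleep-deprived animals lay below the sleeping mean. Cdkn1a stood at 9.75 ± 0.22 (SD, n = 9) after 9 h of deprivation and at 8.23 ± 0.31 (n = 9) after 9 h of sleep, and Cirbp at 8.58 ± 0.30 and 9.81 ± 0.24. The chemokines Ccl6 (0.73 ± 0.061) and Ccl9 (0.70 ± 0.056) and the metalloproteinase inhibitor Timp4 (0.72 ± 0.11) also lay above the sleeping mean of the same time in all 34 sleep-deprived animals. Among transcripts lower in sleep-deprived hearts were the angiotensin II receptor Agtr1a (-0.47 ± 0.034), the actin-severing protein Scin (-0.60 ± 0.052), the carnosine synthase Carns1 (-0.49 ± 0.037) and the phospholipase Pla2g4e (-0.57 ± 0.049). Each of these lay below that mean in 34 of 34 animals. In comparisons of states, rose and fell stand for higher and lower in sleep-deprived than in sleeping animals, as each animal gave 1 array.

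**Figure D1:**
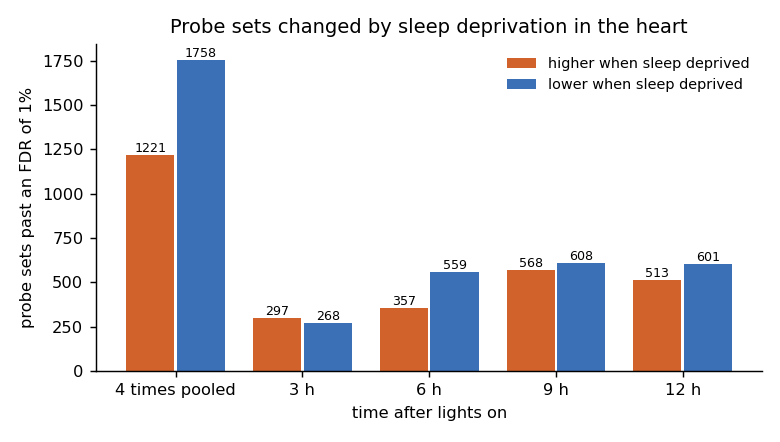
Number of probe sets past a false discovery rate of 1% that were higher (orange) or lower (blue) in sleep-deprived than in sleeping hearts, with the 4 times pooled (34 against 36 arrays) and at 3, 6, 9 and 12 h after lights-on (8 or 9 arrays against 9). The pooled comparison gave 1221 higher and 1758 lower, and the single times gave between 565 and 1176 in all.

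At a false discovery rate of 1% (limma), 1221 probe sets were higher and 1758 lower in sleep-deprived hearts, which is 967 and 1246 named genes, or 11.8% of those measured. The changes were small, with a median size of 0.17 on the log2 scale and 24 probe sets over 1.5-fold, and 92.1% of the 2979 probe sets had 1 sign at all 4 times. Further genes with large increases were Rasgef1b (0.66 ± 0.10), the kinase Map3k6 (0.65 ± 0.12) and the interferon-inducible Ifi205 (0.67 ± 0.10). Further genes with large decreases were Cstad (-0.57 ± 0.052), the kinase-anchoring protein Akap5 (-0.55 ± 0.085), the DNA demethylase Tet1 (-0.48 ± 0.063), the Toll-like receptor homologue Cd180 (-0.48 ± 0.094) and 1 probe set each of the RNA-binding proteins Rbm3 (-0.51 ± 0.047) and Srsf5 (-0.47 ± 0.068). The other 6 of the 24 genes chosen for their size lost the call when 1 time point was left out. Without the 6 h animals these were Fam107a (0.87 ± 0.19 in the full set, then 0.81 (adjusted p = 0.0139)), the transcription factor Zbtb16 (0.73 ± 0.14, then 0.58 (adjusted p = 0.0106)), the steroid sulfate transporter Slc10a6 (0.63 ± 0.13, then 0.51 (adjusted p = 0.0373)) and the transferrin receptor Tfrc (-0.74 ± 0.15, then -0.65 (adjusted p = 0.0109)). The glucocorticoid receptor co-chaperone Fkbp5 (0.68 ± 0.17) moved to 0.56 (adjusted p = 0.0627) without the 6 h and to 0.54 (adjusted p = 0.118) without the 9 h animals. The cytochrome Cyp2b10 (0.77 ± 0.20) moved to 0.85 (adjusted p = 0.0118) and 0.37 (adjusted p = 0.291), and without the 9 h animals Fam107a and Slc10a6 stood at 0.79 (adjusted p = 0.0287) and 0.54 (adjusted p = 0.0423). The count itself was 2922 without the 3 h, 1826 without the 6 h, 1567 without the 9 h and 2155 without the 12 h animals. With each array centred on its median the split turned to 1774 higher and 1182 lower.

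Within the 4 runs of arrays, fitted with time of day as a factor, 632, 392, 328 and 229 probe sets passed, against 3705 with this factor over all runs. Of the probe sets called from the other 3 runs, 91, 97, 81 and 97% had the same sign in the run left out. With the states shuffled within that run the mean of 100 shuffles was 52, 51, 47 and 52% and the highest 89, 94, 80 and 90%. Cdkn1a differed by 1.22, 1.12, 0.98 and 1.25 in the 4 runs and Cirbp by -1.09, -1.26, -0.76 and -0.78.

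**Figure D2:**
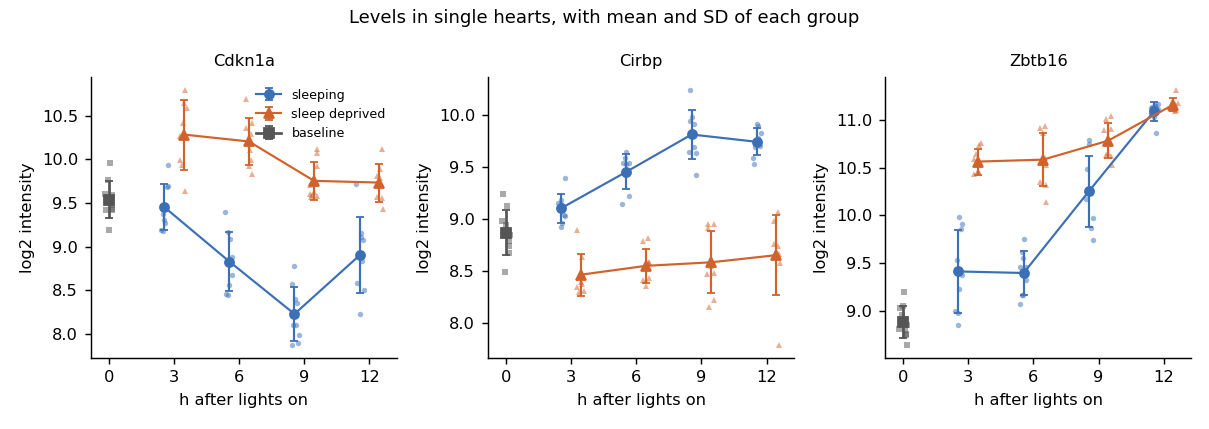
Log2 intensity of Cdkn1a, Cirbp and Zbtb16 in each heart against hours after lights-on, with the mean and SD of each group (baseline n = 10, sleeping n = 9 at each time, sleep-deprived n = 8, 9, 9 and 8). Cdkn1a was higher and Cirbp lower in the sleep-deprived groups at all 4 times, whereas the Zbtb16 groups met at 12 h.

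Genes of protein folding rose with deprivation. Among chaperones of the endoplasmic reticulum (ER) and the unfolded protein response, 21 of the 35 measured members rose and 0 fell, against 23 and 1 when adjusted over the list alone. Examples are the ER stress-induced enzyme Chac1 (0.58 ± 0.091), the ER degradation factor Herpud1 (0.45 ± 0.076), Creld2 (0.42 ± 0.070) and the stress sensor Atf6 (0.15 ± 0.027). Among cytosolic heat shock proteins and their co-chaperones, 15 of the 27 measured members rose and 0 fell, against 17 and 0 when adjusted over the list alone, with examples in Hsph1 (0.51 ± 0.062), Ptges3 (0.15 ± 0.023), St13 (0.17 ± 0.023) and Dnajb2 (0.18 ± 0.034). The mean of the ER group was higher by 0.17 (33 of 34 animals above the mean of all 36 sleeping ones) and that of the heat shock group by 0.15 (32 of 34). In limma's camera test against all other genes both groups had an adjusted p of 2.25e-12, and an adjusted p of 0.031 with an estimated correlation. With the labels regrouped at random, camera with the preset correlation still passed a median of 7 of the 33 lists, and 0 with an estimated correlation. Camera p values with the preset correlation, here and below, thus overstate the evidence. The groups were drawn up around genes that the study names, so that each count is not independent evidence of its direction. The ER chaperone Hspa5 (BiP) had a difference of 0.14 ± 0.050 (adjusted p = 0.049) and did not pass, and Hspa4 stood at 0.0062 ± 0.020 (adjusted p = 0.898). Manf, a factor secreted under ER stress, rose by 0.38 ± 0.10, but not without the 3 h (0.29 (adjusted p = 0.0333)), 6 h (0.35 (adjusted p = 0.0335)) or 9 h animals (0.42 (adjusted p = 0.0182)). The ER chaperone Calr rose by 0.17 ± 0.032.

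Targets of the glucocorticoid receptor formed the group with the largest mean increase. Here 14 of the 24 measured members rose and 0 fell, against 15 and 0 when adjusted over the list alone, and the mean was higher by 0.40. Of 34 deprived animals, 30 lay above the mean of all 36 sleeping ones, whatever their time. Besides Cdkn1a, examples are the pyruvate dehydrogenase kinase Pdk4 (0.58 ± 0.073), the signalling inhibitor Errfi1 (0.35 ± 0.057) and the metallothionein Mt1 (0.35 ± 0.063). The camera adjusted p was 2.25e-14, and the adjusted p was 0.0465 with an estimated correlation. Among immediate early genes, 11 of the 26 measured members rose and 0 fell, against 12 and 0 when adjusted over the list alone, with a mean difference of 0.19 in 31 of 34 animals and a camera adjusted p of 2.71e-10 (adjusted p = 0.031 with an estimated correlation). Examples are the matrix protein Ccn2 (0.61 ± 0.062) and the transcription factors Myc (0.58 ± 0.064), Maff (0.52 ± 0.059) and Klf2 (0.26 ± 0.037).

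The cold-inducible RNA-binding proteins Cirbp, Rbm3 and Srsf5 all fell, all 3 also when adjusted over the list alone, with a mean difference of -0.64 in 34 of 34 animals (camera adjusted p = 2.69e-10, adjusted p = 4.76e-04 with an estimated correlation). This list also follows a gene that the study names, so that the count is not independent evidence of its direction. Among DNA repair genes, 0 of the 50 measured members rose and 9 fell, against 0 and 13 when adjusted over the list alone. Examples are Parp2 (-0.14 ± 0.028), which binds broken DNA, the ligase Lig4 (-0.16 ± 0.031), the mismatch repair gene Pms1 (-0.16 ± 0.031) and the glycosylase Ogg1 (-0.15 ± 0.031), which no longer passed without the 6 h animals (-0.11 (adjusted p = 0.0529)). The mean of this group was lower by a small amount, -0.052, in 33 of 34 animals, and by -0.029 with each array centred. Its camera adjusted p was 6.59e-04, and the adjusted p was 0.235 with an estimated correlation. For spliceosome components and splicing factors, 1 of the 54 measured members rose and 8 fell, against 1 and 9 when adjusted over the list alone, with the helicase Ddx46 (-0.21 ± 0.028), Snrnp70 (-0.13 ± 0.023) and Son (-0.11 ± 0.022) among those that fell (camera adjusted p = 0.0132, adjusted p = 0.645 with an estimated correlation). Without the dimmest probe sets the adjusted p of this group was 0.058, and without the 5 arrays that stand apart it was 0.0783. For ubiquitin ligases and F-box proteins, 3 of the 46 measured members rose and 12 fell, against 3 and 16 when adjusted over the list alone. The ligase Fbxw7 (-0.22 ± 0.031) fell and Smurf2 (0.20 ± 0.025) and the muscle atrophy ligase Fbxo32 (0.24 ± 0.043) rose, and the group did not pass camera (adjusted p = 0.111). Its mean differed by -0.023 in the permutation test (21 of 34 animals below the sleeping mean, adjusted p = 0.0258), but by 0.000012 with each array centred. Proteasome subunits did not pass as a group either (adjusted p = 0.273): 1 of the 31 measured members rose and 2 fell, against 1 and 3 when adjusted over the list alone. Of 13 nucleosome core histones, 3 rose and 1 fell, the same as adjusted over the list alone, and the group did not pass camera (adjusted p = 0.0855) but passed the permutation test (mean 0.061, 28 of 34 animals above the sleeping mean, adjusted p = 4.12e-04). All of these lists but the proteasome subunits were drawn from annotations or genes that the study names, so that each count is not independent evidence of its direction.

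Of 33 lists, 9 passed the camera test for the pooled comparison (5 higher, 4 lower) and 5 passed with an estimated correlation. Markers of endothelial cells, which line the vessels, were the only cell type list among the 9: 4 of the 12 measured members rose and 0 fell, against 5 and 0 when adjusted over the list alone, with Pecam1 at 0.16 ± 0.020 and Esam at 0.21 ± 0.029 (camera adjusted p = 3.01e-04, adjusted p = 0.107 with an estimated correlation). Of 13 cell type lists, 0 passed camera with an estimated correlation after adjustment and 1 had an unadjusted p under 0.05, whereas 2 passed with fry and 2 passed camera without the arrays that stand apart. Markers of adipocytes had a mean difference of 0.14, atrial cardiomyocytes 0.11, fibroblasts 0.030, smooth muscle cells and pericytes 0.041, macrophages and monocytes 0.057, neutrophils 0.043, lymphocytes -0.061, erythroid cells 0.13, lung epithelium 0.043, liver 0.035, skeletal muscle 0.094 and neurons -0.0076, none of which passed camera. With each array centred the difference was 0.016 for neurons, 0.053 for fibroblasts, 0.064 for smooth muscle cells and pericytes, 0.066 for neutrophils, -0.038 for lymphocytes, 0.066 for lung epithelium and 0.058 for liver. The erythroid mean passed the permutation test (adjusted p = 0.035). Without array 4 after 6 h of deprivation the skeletal muscle difference was 0.037, and without array 8 after 3 h of deprivation that of liver was -0.014. The median of the liver markers was -0.0017, opposite in sign to their mean and test.

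Clock genes change steeply over the day, and the pooled model leaves this change in the error. Of 20 measured, 0 rose and 1 fell in it, the same as adjusted over the list alone, and the 1 that fell lost the call in 5 of 16 other settings. With time of day as a factor further ones passed: Bhlhe41 was at -0.31 (adjusted p = 0.0116), then -0.32 (adjusted p = 2.03e-08), Nfil3 at 0.37 (adjusted p = 0.0349), then 0.39 (adjusted p = 2.56e-06), Hlf at -0.25 (adjusted p = 0.127), then -0.26 (adjusted p = 5.34e-05), Arntl at 0.37 (adjusted p = 0.533), then 0.38 (adjusted p = 1.14e-06), Per2 at 0.27 (adjusted p = 0.479), then 0.27 (adjusted p = 0.00102) and Per3 at -0.24 (adjusted p = 0.502), then -0.26 (adjusted p = 9.67e-04). Bhlhe41 also passed with the runs in the model (-0.31 (adjusted p = 1.40e-04)), without the 3 h animals (-0.39 (adjusted p = 1.23e-05)) and in 7 of 17 other settings in all. The list was drawn from genes that the study names, so that the count is not independent evidence of its direction. In all, 3705 probe sets passed with time of day as a factor.

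The comparison at each time asks when in the light phase the states part. After 3 h, Zbtb16 (1.15 ± 0.12, n = 8 and 9), the ER protein Sdf2l1 (0.90 ± 0.18), Fam107a (0.88 ± 0.15) and the heat shock protein Hsph1 (0.87 ± 0.092) had the largest increases. Tet1 (-0.74 ± 0.094), Srsf5 (-0.73 ± 0.10), Zc3h6 (-0.67 ± 0.092) and Scin (-0.65 ± 0.10) had the largest decreases. Among protein folding genes, 14 of 35 ER genes and 11 of 27 heat shock genes rose (20 and 18 adjusted over the list alone) and 0 fell. Their means were higher by 0.28 ± 0.044 and 0.25 ± 0.040, in 8 of 8 animals each (exact permutation test, two-sided p = 8.23e-05, the smallest the test can give). With an estimated correlation both had an adjusted p of 8.92e-04. Among clock genes, 1 of 20 rose (Per2, 0.74 ± 0.11) and 0 fell (3 and 0 adjusted over the list alone). Their mean was higher by 0.12 ± 0.024 in 8 of 8 animals (permutation test, adjusted p = 0.00271), and the group did not pass camera (adjusted p = 0.392). In limma, 297 probe sets were higher and 268 lower. Liver markers were lower by -0.40 (camera adjusted p = 3.41e-04, adjusted p = 0.849 with an estimated correlation), with 0 of 22 members past the test. Without array 8 of the deprived animals, which lay far above the others in these markers, the difference was -0.65, and the permutation test passed neither with it (adjusted p = 0.426) nor without it (adjusted p = 0.063). Fitted on the 17 arrays of this time alone, 90 probe sets were higher and 69 lower, and Sdf2l1 kept its value with an adjusted p of 0.0159.

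After 6 h, Cdkn1a (1.38 ± 0.14, n = 9 and 9), the mTOR inhibitor Ddit4 (1.32 ± 0.14), Zbtb16 (1.19 ± 0.12) and Timp4 (1.10 ± 0.14) led the increases, and Tfrc (-1.03 ± 0.17), Cirbp (-0.90 ± 0.11), Akap5 (-0.78 ± 0.13) and Snai3 (-0.77 ± 0.14) the decreases. Among glucocorticoid targets, 14 of the 24 measured members rose and 0 fell, against 16 and 0 when adjusted over the list alone, with a mean difference of 0.55 ± 0.10 in 9 of 9 animals (exact two-sided p = 2.06e-04, adjusted p = 1.72e-04 in camera with an estimated correlation). The ER mean was higher by 0.21 ± 0.036 and the heat shock mean by 0.20 ± 0.027, with 10 and 8 members past the test and an adjusted p of 0.0017 and 8.19e-04 with an estimated correlation. Among clock genes, 1 rose and 6 fell (2 and 6 adjusted over the list alone), and their mean differed by -0.068 ± 0.037 and did not pass the permutation test (adjusted p = 0.251). The activator Arntl was higher by 0.57 ± 0.10 and the repressors Ciart (-0.63 ± 0.16) and Bhlhe41 (-0.45 ± 0.078) and the output factor Hlf (-0.43 ± 0.081) were lower. In limma, 357 probe sets were higher and 559 lower, or 456 and 416 with each array centred on its median. Adipocyte markers were higher by 0.55 at this time (camera adjusted p = 8.19e-04, adjusted p = 0.453 with an estimated correlation), with 0 of 10 members past the test over all probe sets and 1 adjusted over the list alone. Fitted on the 18 arrays of this time alone, 520 probe sets passed.

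After 9 h, Cyp2b10 (1.91 ± 0.31, n = 9 and 9), Cdkn1a (1.53 ± 0.14), the lipid transporter Mfsd2a (1.13 ± 0.26) and Fkbp5 (1.08 ± 0.14) had the largest increases. Cirbp (-1.23 ± 0.11), the apelin receptor Aplnr (-0.70 ± 0.14), Tfrc (-0.69 ± 0.17) and Lgi1 (-0.67 ± 0.12) had the largest decreases. Glucocorticoid targets (15 of the 24 measured members rose and 0 fell, against 17 and 0 when adjusted over the list alone) were higher on average by 0.54 ± 0.054 in 9 of 9 animals (exact two-sided p = 4.11e-05, the smallest the test can give). Of 15 lists past camera, this one and the cold-inducible proteins (-0.75 ± 0.069) passed with an estimated correlation (adjusted p = 6.51e-04 and 2.49e-04). The ER and heat shock means were higher by 0.14 ± 0.034 and 0.12 ± 0.020 (adjusted p = 0.168 and 0.17 with an estimated correlation). In limma, 568 probe sets were higher and 608 lower, or 828 and 386 with each array centred and 576 and 924 without the arrays that stand apart. Markers of lung epithelium were higher by 0.81 (camera adjusted p = 1.07e-04, adjusted p = 0.303 with an estimated correlation), of adipocytes by 0.46 (0.00229, adjusted p = 0.451 with an estimated correlation), of neutrophils by 0.23 (0.00621, adjusted p = 0.208 with an estimated correlation), of liver by 0.32 (0.0118, adjusted p = 0.716 with an estimated correlation) and of endothelial cells by 0.081 ± 0.028 (0.00229, adjusted p = 0.17 with an estimated correlation). With the means of 5 marker lists in the model 725 probe sets passed and Tfrc did not (-0.59 (adjusted p = 0.0388)). Fitted on the 18 arrays alone 459 passed, and Mfsd2a, Tfrc and Lgi1 did not, with adjusted p values of 0.0321, 0.016 and 0.0224.

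After 12 h, at lights-off, the increases were led by the lipase inhibitor Angptl4 (1.04 ± 0.19, n = 8 and 9), Lrrc52 (1.03 ± 0.23), the transcription factor Klf10 (0.90 ± 0.11) and Pdk4 (0.84 ± 0.13). The decreases were led by an immunoglobulin kappa variable segment (probe set 10538921, -2.25 ± 0.55), the B-cell receptor component Cd79a (-1.16 ± 0.29), Cirbp (-1.09 ± 0.11) and the lipid-presenting molecule Cd1d1 (-1.02 ± 0.25). Cd79a stood at 4.61 ± 0.29 (SD, n = 8) in sleep-deprived and 5.77 ± 0.86 (n = 9) in sleeping hearts. The mean of the lymphocyte markers was lower by -0.54 in 8 of 8 animals (exact two-sided p = 0.00239), 3 of 13 members fell (8 adjusted over the list alone), and the camera adjusted p of 1.71e-06 became an adjusted p of 0.106 with an estimated correlation. With the means of 5 marker lists, lymphocytes among them, in the model, the immunoglobulin segment differed by -0.58 (adjusted p = 0.368), Cd79a by -0.14 (adjusted p = 0.632), Cd1d1 by -0.53 (adjusted p = 0.0365) and Lrrc52 by 0.80 (adjusted p = 0.0446), and 640 probe sets passed. Cd79a is itself part of the lymphocyte marker mean, so that its smaller difference in this model was partly built in. Adipocyte markers were lower by -0.66 and did not pass (camera adjusted p = 0.0962, permutation test adjusted p = 0.0567), though without array 1 of the deprived animals the difference was -0.81 and the permutation test passed (adjusted p = 0.0149).

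Immediate early genes were higher at 12 h (10 of the 26 measured members rose and 0 fell, against 11 and 0 when adjusted over the list alone), with a mean difference of 0.31 ± 0.061 in 8 of 8 animals (exact two-sided p = 2.47e-04, adjusted p = 0.0145 in camera with an estimated correlation). Endothelial markers were higher by 0.19 ± 0.028 in 8 of 8 animals (4 of the 12 measured members rose and 0 fell, against 7 and 0 when adjusted over the list alone, adjusted p = 0.00477 with an estimated correlation). Splicing factors (7 of 54 fell, 7 adjusted over the list alone) and cholesterol synthesis enzymes (3 of 20 fell, 6 adjusted over the list alone) passed camera with adjusted p values of 1.60e-06 and 8.38e-04, and had an adjusted p of 0.295 and 0.295 with an estimated correlation. The ER and heat shock means differed by 0.055 ± 0.026 and 0.041 ± 0.030 (0.089 and 0.075 with each array centred) and did not pass (camera adjusted p = 0.208 and 0.167), though without the arrays that stand apart the heat shock group did (adjusted p = 0.0402). Without array 3 of the deprived animals the ER difference was 0.074 (permutation test adjusted p = 0.00897, against 0.0837 with it), and with the marker means in the model the ER group passed camera (adjusted p = 0.0276). In limma, 513 probe sets were higher and 601 lower, or 801 and 364 with each array centred and 698 and 558 with quantile normalisation repeated. Fitted on the 17 arrays alone 350 passed, without the immunoglobulin segment, Cd79a and Lrrc52, whose adjusted p values were 0.0494, 0.0346 and 0.0273, and without the arrays that stand apart Cd79a (-1.19 (adjusted p = 0.0107)) and Cd1d1 (-0.95 (adjusted p = 0.0187)) did not pass.

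**Figure D3:**
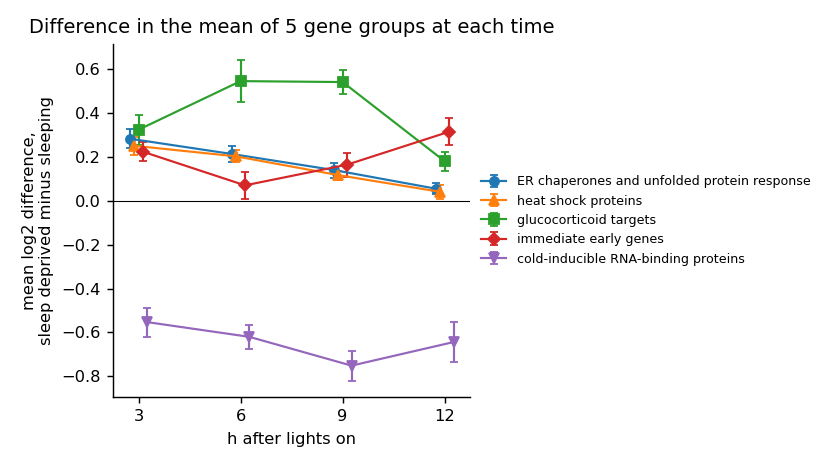
Difference in the mean log2 intensity of 5 gene groups between sleep-deprived and sleeping hearts (points, with SE) at 3, 6, 9 and 12 h after lights-on (8 or 9 against 9 animals). The ER and heat shock differences were 0.28 and 0.25 at 3 h and 0.055 and 0.041 at 12 h (0.089 and 0.075 with each array centred), and the cold-inducible group was lower at all 4 times.

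Whether the state difference itself changed with time was tested as an interaction. The 3 and 6 h animals lie in other runs than the 9 and 12 h animals. A state difference that varied between runs thus cannot be told apart from a change between these times. Zbtb16, a target of glucocorticoids, had a difference of 1.15 at 3 h, 1.19 at 6 h, 0.53 at 9 h and 0.071 at 12 h (0.042 without array 7 of the sleeping animals, interaction adjusted p = 9.18e-06, limma). Ddit4 went from 0.60 and 1.32 to 0.97 and -0.17 (8.88e-06), and the phosphodiesterase Pde7a from 0.44 and 0.53 to 0.078 and 0.017 (8.88e-06). Pirt, a membrane protein that binds phosphoinositides, changed sign, from -0.39 and -0.42 to 0.26 and 0.41 (6.27e-07), as did the guidance molecule Rgma (-0.13 and -0.25, then 0.24 and 0.43, 1.13e-04) and the carbonic anhydrase Car7 (-0.30, -0.48 and -0.10, then 0.18, 1.13e-04). In Zbtb16 the sleeping group rose to the deprived level, from 9.41 ± 0.43 (SD, n = 9) at 3 h to 11.09 ± 0.10 at 12 h, against 10.56 ± 0.14 and 11.16 ± 0.071 (n = 8) in the deprived groups. An interaction was found for 0.371% of probe sets, 46 of them also past the pooled comparison, and for 43 with the means of 5 marker lists in the model. Hsph1 (0.87, 0.55, 0.40 and 0.22, interaction adjusted p = 0.00996) also passed, whereas the decline of the ER and heat shock means over time was not tested as an interaction.

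The change over undisturbed sleep was asked from the baseline and sleeping animals (n = 46). Time asleep and time of day cannot be told apart in this slope. Among the genes named, clock genes led both the rising and the falling slopes, though not every clock gene listed here exceeded the other genes below. The repressors Ciart (3.63 ± 0.22 per 12 h), Per2 (2.88 ± 0.13), Per3 (2.74 ± 0.12) and Per1 (2.61 ± 0.15) rose, and their activators Arntl (-4.26 ± 0.14) and Npas2 (-2.47 ± 0.12) fell. Arntl stood at 8.32 ± 0.037 (SD, n = 10) at lights-on and 4.42 ± 0.23 (n = 9) after 12 h of sleep, and Per2 at 5.30 ± 0.22 and 7.96 ± 0.11. Of 20 measured clock genes, 12 rose and 4 fell, the same numbers as adjusted over the list alone, with Nr1d2 (1.59 ± 0.088), Tef (1.48 ± 0.082) and Hlf (1.26 ± 0.10) among those that rose and Clock (-0.84 ± 0.049) and Nfil3 (-1.71 ± 0.15) among those that fell (camera adjusted p = 2.42e-05, adjusted p = 0.00905 with an estimated correlation). Dbp and Nr1d1, for which no probe set carries the symbol alone, were not analysed here. The remaining genes with the largest slopes were Arrdc2 (2.27 ± 0.16), and, falling, the matrix protein Spon2 (-2.67 ± 0.12), Fam124b (-2.47 ± 0.14), the natriuretic peptide Nppb (-2.26 ± 0.15) and Tmem171 (-2.23 ± 0.11). The thermogenic uncoupling protein Ucp1 rose by 2.70 ± 0.70, but by 1.72 (adjusted p = 0.647) with the runs in the model, by 0.37 (adjusted p = 0.938) over the first 6 h, and by 0.25 (adjusted p = 0.785) with the marker means. Ucp1 is itself part of the adipocyte marker mean, so that a smaller slope with the marker means was partly built in. An F test over the 5 times gave Ucp1 an adjusted p of 0.0205, and its level was 6.95 ± 1.72 at baseline and 9.51 ± 1.57 at 12 h.

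**Figure D4:**
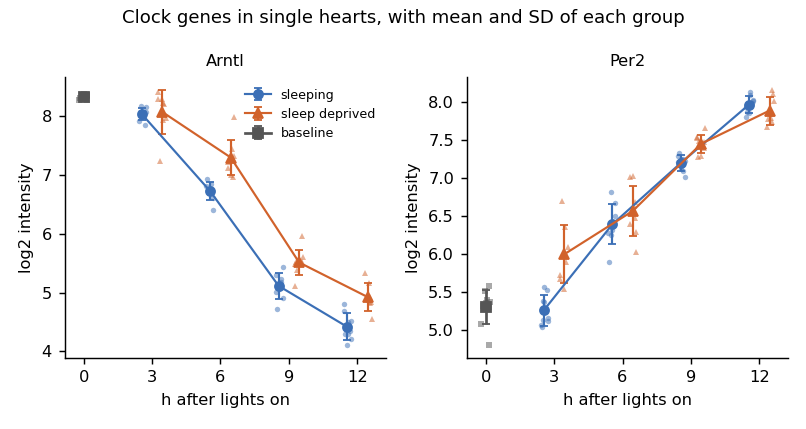
Log2 intensity of Arntl and Per2 in each heart against hours after lights-on, with the mean and SD of each group (baseline n = 10, sleeping n = 9, sleep-deprived n = 8, 9, 9 and 8). Arntl fell and Per2 rose over the light phase in both states, by -4.26 and 2.88 per 12 h in sleeping animals.

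Markers of wall stress and hypertrophy fell over undisturbed sleep. Of 13, 6 fell and 0 rose, the same as adjusted over the list alone, with a change of -0.45 per 12 h in the mean (camera adjusted p = 1.98e-04, adjusted p = 0.0038 with an estimated correlation). They include Nppb and the actin isoform Acta1 (-0.62 ± 0.092). The deprived minus sleeping difference of this mean was 0.055 ± 0.042, 0.13 ± 0.038, 0.054 ± 0.041 and 0.097 ± 0.029 at 3, 6, 9 and 12 h. These differences are smaller than the change over sleep, so that the fall cannot be credited to sleep alone. Glucocorticoid targets rose, 15 of 24 against 2 that fell (16 and 2 adjusted over the list alone), by 0.71 in the mean (adjusted p = 0.0384 with an estimated correlation). Over the first 6 h, whose animals share 2 of the runs, the change of this mean was 0.22 per 12 h and did not pass (permutation test, adjusted p = 0.166). The 3 cold-inducible genes rose, all 3 also over the list alone (mean 0.63, adjusted p = 0.039 with an estimated correlation), and over the first 6 h by 0.85 per 12 h (adjusted p = 1.65e-04). The wall stress mean changed by -0.42 per 12 h over these hours (adjusted p = 2.20e-04). Among heat shock genes 12 of 27 fell and 1 rose (13 and 1 adjusted over the list alone; mean -0.16, camera adjusted p = 1.98e-04, adjusted p = 0.28 with an estimated correlation). ER genes went both ways, 5 up and 9 down (6 and 10 adjusted over the list alone), and did not pass as a group (camera adjusted p = 0.567). Cholesterol synthesis enzymes fell (8 of 20, 9 adjusted over the list alone, mean -0.19, camera adjusted p = 8.59e-04, adjusted p = 0.268 with an estimated correlation).

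Markers of adipocytes rose over undisturbed sleep by 0.99 per 12 h in the mean (permutation test, two-sided p = 2.50e-04), with 6 of 10 rising (7 adjusted over the list alone, camera adjusted p = 4.84e-04, adjusted p = 0.335 with an estimated correlation). Endothelial markers fell by -0.25 in the mean (6 of 12 fell and 2 rose, 8 and 2 adjusted over the list alone, camera adjusted p = 3.48e-04, adjusted p = 0.0923 with an estimated correlation and 0.19 with the runs in the model). Lymphocyte markers rose by 0.34 (permutation test, adjusted p = 0.00971, camera adjusted p = 0.0272, adjusted p = 0.51 with an estimated correlation). Fibroblast and erythroid markers fell by -0.12 and -0.18 (permutation test, adjusted p = 0.00528 and 0.0247) and did not pass camera (0.172 and 0.198). Liver markers changed by -0.53 (permutation test, adjusted p = 0.0882, camera adjusted p = 0.0199, adjusted p = 0.661 with an estimated correlation). Lung epithelium markers changed by 0.30 and did not pass (permutation test, adjusted p = 0.272), but rose over the first 6 h by 1.66 per 12 h (adjusted p = 0.00976). Splicing factors (22 of 54 rose and 4 fell, 26 and 5 adjusted over the list alone) had a camera adjusted p of 1.98e-04, an adjusted p of 0.314 with an estimated correlation and 0.192 with the runs in the model. DNA repair genes (12 of 50 rose and 2 fell, 14 and 2 adjusted over the list alone) had 0.00681, an adjusted p of 0.335 with an estimated correlation and 0.104 with the runs in the model. Over the first 6 h the group means changed per 12 h by 0.20 (adipocytes), -0.011 (endothelial cells), 0.054 (lymphocytes), 0.030 (fibroblasts), -0.29 (erythroid cells), -0.53 (liver), 0.025 (splicing) and 0.076 (DNA repair), and none of these passed the permutation test (adjusted p = 0.87, 0.87, 0.87, 0.87, 0.197, 0.765, 0.731 and 0.0573). In limma, 2926 probe sets rose and 3315 fell over sleep (1966 and 4943 with each array centred), 509 passed with the runs in the model, 740 over the first 6 h alone and 3078 with the marker means in the model.

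**Figure D5:**
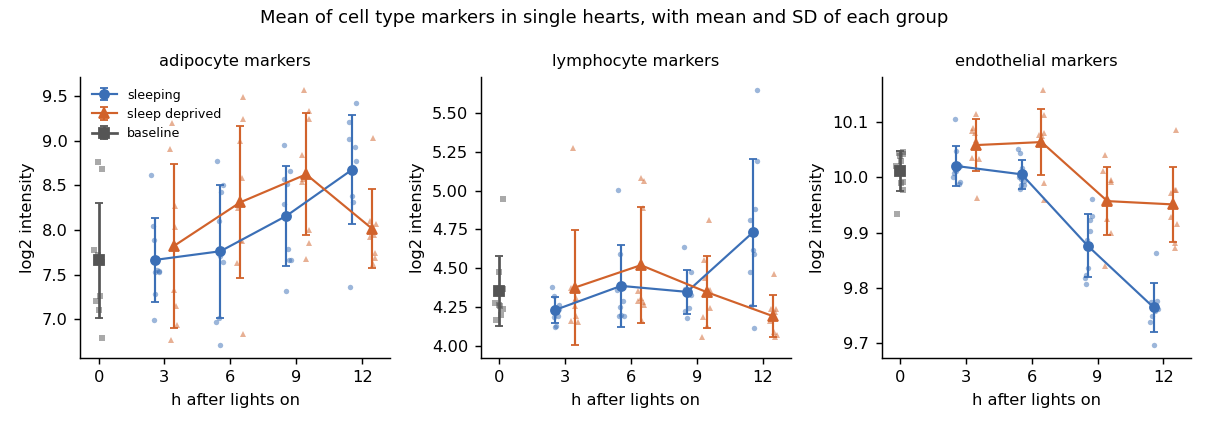
Mean log2 intensity of 10 adipocyte, 13 lymphocyte and 12 endothelial markers in each heart against hours after lights-on, with the mean and SD of each group (baseline n = 10, sleeping n = 9, sleep-deprived n = 8, 9, 9 and 8). In sleeping animals the adipocyte mean was 7.66 at baseline and 8.68 at 12 h, and at 12 h all 8 sleep-deprived animals lay below the sleeping lymphocyte mean and above the sleeping endothelial mean.

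The same trend over sleep deprivation (n = 44) gave 1446 probe sets rising and 2165 falling, with 793 past the test when the runs were in the model, 910 over the first 6 h and 1692 with the marker means. Among the clock genes Per2 changed by 2.66 ± 0.11 per 12 h and Arntl by -3.69 ± 0.18 in the deprived animals, and Nppb by -2.12 ± 0.18. Rising in both states were 962 probe sets, falling in both 1404 and opposed 5, where independent lists of these sizes would share 118.995 and 202. Across probe sets, which are not independent replicates, the slopes of the 2 states correlated with r = 0.729. The states share the baseline arrays, and simulated unchanged groups against them gave r = 0.415. Both trends are also tied to the same runs, so that a difference between runs would move both slopes alike, which the simulation and the division of the baseline animals leave out of account. With the baseline animals divided between the states r was 0.614 or 0.640, and the covariance of the slopes was 0.0319 against a simulated 0.00382.

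Transcripts were called sleep-specific where the pooled state difference and the change over undisturbed sleep both passed and went together, as the study does to set aside effects of the handling alone. Sleep-repressed transcripts, higher with deprivation and falling over sleep, were led by Cdkn1a (-1.003 ± 0.18 per 12 h of sleep), Sdf2l1 (-0.52 ± 0.12), the transcriptional repressor Bcl6 (-0.85 ± 0.10), Hsph1 (-0.33 ± 0.069), the collagen hydroxylase P4ha1 (-0.37 ± 0.060), the chaperone Hsp90aa1 (-0.63 ± 0.060, 1 of its 3 probe sets), Banp (-0.50 ± 0.10) and Hspa1l (-0.71 ± 0.084). Their state differences ran from 0.48 (Hspa1l) to 1.14 (Cdkn1a). Sleep-enhanced transcripts were led by Cirbp (0.99 ± 0.085), Cstad (0.38 ± 0.086), Rbm3 (0.49 ± 0.053, 1 of its 3 probe sets), Srsf5 (0.50 ± 0.091), the kinase Map2k6 (0.40 ± 0.092), Tmem196 (0.43 ± 0.089), the RNA-binding protein Rbmx (0.23 ± 0.050) and the purine synthesis enzyme Ppat (0.88 ± 0.073), with state differences from -0.97 (Cirbp) to -0.38 (Ppat). In all 405 probe sets were sleep-repressed (307 named genes) and 526 sleep-enhanced (366 named genes), or 722 and 308 with each array centred. Another 377 passed both steps in opposed directions, where independent lists would give 113.8 sleep-repressed, 144.7 sleep-enhanced and 264 opposed. These expected numbers take the trend adjusted over all probe sets, with which 367 were sleep-repressed and 452 sleep-enhanced. The sleeping animals enter both steps, and with them divided between the steps in 2 ways, 340 or 348 probe sets passed as sleep-repressed (43.8 or 42.8%) or sleep-enhanced, with 23.8 or 34.2% of all past both steps opposed.

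With the runs in the model of the trend 60 probe sets were sleep-repressed and 53 sleep-enhanced, and over the first 6 h 334 were sleep-specific. The trend of Cdkn1a then had an adjusted p of 0.57 with the runs, Sdf2l1 0.321, Bcl6 0.0122, Hsph1 0.0579, Banp 0.0451, Cstad 0.0935, Rbm3 0.0244, Srsf5 0.138, Map2k6 0.285, Tmem196 0.315 and Rbmx 0.523, whereas P4ha1, Hsp90aa1, Hspa1l, Cirbp and Ppat still passed. Over the first 6 h Sdf2l1, Map2k6 and Rbmx did not pass, and with the marker means in the model Sdf2l1 and Cstad did not.

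Each time was also set against the baseline at lights-on. With deprivation 546 probe sets differed from baseline at 3 h, 1577 at 6 h, 2351 at 9 h and 3467 at 12 h, and with sleep 57, 547, 2999 and 4209. Cirbp was at -0.40 against baseline after 3 h and -0.22 after 12 h of deprivation (-0.092 without array 3 of that group), and at 0.24 and 0.87 after 3 and 12 h of sleep. Cdkn1a was at 0.22 against baseline after 9 h of deprivation and -1.31 after 9 h of sleep, and Hsph1 at 0.59 after 3 h of deprivation and -0.28 after 3 h of sleep. All baseline animals lie in 1 run, with part of the 3 and 6 h animals, and none of the 9 and 12 h animals share a run with them, so that for these times the run and the time cannot be told apart. Over the 4 times 4363 probe sets differed from baseline with deprivation and 5108 with sleep.

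Finally, the spread between animals was compared among the baseline and sleeping groups, a question the study put to the lung. Among named genes, the antigen presentation genes H2-Eb2 (SD 0.13 at baseline and 0.10, 0.26, 0.14 and 0.73 after 3, 6, 9 and 12 h of sleep) and H2-Ob (0.20, then 0.14, 0.38, 0.16 and 0.89) had the smallest Bartlett p values, with Srsy, Brd1, Krtap20-2 and Hnrnpf. Unequal spread passed Bartlett's test for 493 probe sets and both Bartlett's and the Brown-Forsythe test for 163, of which 28 were named genes. Of the 163, 78.5% had their highest SD at 3 h of sleep, with a median SD of 0.71 in that group against 0.14 over all probe sets in that group, and 1 had it at baseline. Most of the 163 (77.9%) moved together across animals, and the mean of this cluster had an SD of 0.69 after 3 h of sleep and of 1.01 after 6 h of deprivation. The 4 arrays furthest above their group means in it, 2 after 3 h of sleep and 2 after 6 h of deprivation, lay in the same run. The count was 14 without the dimmest probe sets, 23 with 1 probe set per symbol, 33 in the baseline and deprived groups and 13 with the marker means in the model. At an unadjusted p under 0.05 the Brown-Forsythe test alone passed 1478, fewer than chance alone would give. Adjusted over all probe sets it passed 0, so that all 6 genes listed above lost the call in it. In the deprived groups the 6 lost it too, and with the marker means H2-Eb2, H2-Ob, Srsy, Brd1 and Krtap20-2 did. Srsy and Brd1 also lost it without the arrays that stand apart, and Brd1 with quantile normalisation repeated.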

Values the study reported

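The study reported 2470 genes differing between sleeping and sleep-deprived hearts at a false discovery rate of 1%, about 12% of those assayed (35,556 probe sets, 20,406 genes). Of these, 1182 were sleep-specific by its strict criteria, 639 of them sleep-repressed. BiP, to which the study gives the symbol Hspa4 although the ER chaperone of that name carries Hspa5, was lower in sleeping than in sleep-deprived hearts but did not reach its threshold, and Bhlhe41 was affected in heart with p < 0.001. In lung, 1483 probes differed in variance by Bartlett's test and 210 by both tests.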

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

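The test of the runs for the glucocorticoid targets was chosen only after the result was seen. In 43 of 378 groups tested 1 array lay far from the others, by Dixon's ratio of its gap to the range, where chance gives 1 in 20, or 19. Over the probe sets picked by the naming rule it was 184 of 1971, and in the 378 groups 24 arrays were involved. Array 3 after 12 h of deprivation stood out in 8 measures: high or low in the means of ER chaperones (0.564), cold-inducible proteins (0.579), proteasome subunits (0.649), DNA repair (0.736), splicing factors (0.543), histones (0.590) and atrial markers (0.649), and in Cirbp (0.617). Array 8 after 3 h of deprivation stood apart in lymphocyte (0.804) and liver markers (0.673), Arntl (0.600) and Cd79a (0.705), and array 5 of that group in ubiquitin ligases (0.593), DNA repair (0.642) and splicing factors (0.565). Array 1 after 12 h of deprivation stood apart in smooth muscle (0.530), lymphocyte (0.552) and adipocyte markers (0.656). Baseline array 3 did so in lymphocyte markers (0.607) and Cd79a (0.545), array 8 after 6 h of sleep in the same (0.508 and 0.651), array 4 after 6 h of deprivation in cold-inducible proteins (0.570) and skeletal muscle markers (0.659), array 7 after 12 h of sleep in endothelial markers (0.518) and Zbtb16 (0.534), and array 1 after 9 h of sleep in clock genes (0.644) and DNA repair (0.508).

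Single measures stood apart in further arrays. After deprivation these were the array median (0.549) and atrial markers (0.830) at 9 h, macrophage markers (0.685) and Zbtb16 (0.592) at 12 h, erythroid markers (0.533) at 3 h and Arntl (0.531) at 6 h. After sleep they were ER chaperones (0.687), cholesterol synthesis (0.508) and neutrophil markers (0.614) at 3 h, splicing factors (0.561) at 6 h, and oxidative phosphorylation (0.626) and atrial markers (0.694) at 12 h. At baseline they were fatty acid oxidation (0.479), oxidative phosphorylation (0.514) and skeletal muscle markers (0.571).

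Among the genes picked by the naming rule, which are only part of those with an interaction, the state difference itself differed between times in 19 (interaction, limma adjusted p): Pirt 6.27e-07, Ddit4 8.88e-06, Pde7a 8.88e-06, Zbtb16 9.18e-06, Car7 1.13e-04, Rgma 1.13e-04, Klf10 1.89e-04, Slc10a6 0.00117, Arrdc2 0.00269, H3f3b 0.00282, Errfi1 0.00431, Ifi205 0.0051, Fkbp5 0.00543, Ciart 0.0059, Bhlhe40 0.00604, Per2 0.00624, P4ha1 0.00675, Map3k6 0.00681 and Hsph1 0.00996. A difference between runs cannot be told apart here from one between the earlier and the later times.

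The deprived minus sleeping difference of the glucocorticoid targets was smaller at 12 h (0.18) than at 9 h (0.54), by 0.36 (permutation test, two-sided p = 0.0289). This value is the observation itself and excludes no explanation, though both times share the same runs of arrays. The list mean rose in sleeping mice from 9 to 12 h by 0.59 (exact two-sided p = 4.1e-05, the smallest the test can give) and in deprived mice by 0.23 (exact p = 8.2e-05, the smallest it can give). The rise in sleeping mice was 162% of the difference lost, a share that is over 100% wherever both states rise, so that the cause of the smaller difference stays open. Whether corticosterone differed was not tested, and 6 of the 24 genes are in other lists.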

How the results depend on the processing

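Leaving out the arrays that stand apart, leaving out 1 array far from its group and the 5 marker means as covariates were chosen after seeing the data. No paired analysis was possible because replicate numbers do not link animals between groups. Over the values of single genes across settings, 2901 of 3079 for the state effect kept their side of the threshold, 3.67% no longer passed and 65 newly passed in limma. Of the values that passed in the main or the other setting, 0 reversed. The sign of values that passed in neither was not compared. The side of the threshold was also kept by 77 of 78 values at 3 h, 80 of 80 at 6 h, 75 of 79 at 9 h, 71 of 80 at 12 h, 54 of 54 for the interaction, all but 4 values for the trend over sleep, 189 of 205 for the sleep-specific genes and 24 of 44 for the variance. Direction was not compared for the interaction and the variance. The state effect count of 2979 was 2922 without the 3 h, 1826 without the 6 h, 1567 without the 9 h and 2155 without the 12 h arrays. Fitting each time on its own arrays gave about 1.6e+02 (90 higher, 69 lower), 520, 459 and 350 at 3, 6, 9 and 12 h. The first 6 h alone, with fewer arrays, a shorter range and 2 runs fewer, gave 740 for the trend over sleep, 910 over deprivation and 334 sleep-specific. The cause was not tested for these changes or for those with the settings that follow. With the runs as a block the trends over sleep and deprivation gave 509 and 793 and the sleep-specific set about 1.1e+02 (60 sleep-repressed, 53 sleep-enhanced). The marker means gave 725 at 9 h, 640 at 12 h, 43 for the interaction, 3078 and 1692 for the trends and 13 for the variance. The variance count of 163 was 14 without dim and 23 with 1 probe set per symbol, 0 with Brown-Forsythe alone (1478 at an unadjusted p under 0.05, fewer than chance alone would give) and 33 in the deprived groups. The lists past camera fell from 9 to 5 with an estimated correlation, and the cell type lists from 1 to 0 (1 at an unadjusted p under 0.05), with 2 by fry and 2 without the arrays that stand apart. Of 198 list tests, 150 kept their side with an estimated correlation and 48 no longer passed. Immediate early genes over sleep went from down (adjusted p = 0.271) to up with the runs as a block (0.00624), and the cause was not tested. Signal near background limits the dim probe sets, from which most of the variance calls come.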

Other observations

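The regroupings of arrays, the test without the 5 arrays that stand apart and the test of shared fat transcripts were chosen only after the results were seen. Of 22 antioxidant and NRF2 targets, 6 rose with deprivation and 1 fell (7 and 1 adjusted over the list alone, camera adjusted p = 0.0657, mean 0.060 in 24 of 34 animals, permutation test adjusted p = 0.0138), among them the glutathione synthesis subunit Gclm (0.42 ± 0.075) and Srxn1 (0.26 ± 0.043). Fatty acid oxidation and PPAR targets had 4 of 30 higher and 1 lower (camera adjusted p = 0.103), glycolysis 2 and 4 of 25 (0.503), matrix genes 2 and 1 of 20 (0.24), wall stress genes 1 and 0 of 13 (0.153), clock genes 0 and 1 of 20 (0.719, with 6 more past 1% when time of day is a factor) and cholesterol synthesis 0 and 2 of 20 (0.0104, adjusted p = 0.512 with an estimated correlation). The mean of the fatty acid oxidation group passed the permutation test (0.075 in 27 of 34 animals, adjusted p = 2.83e-04), as did that of cholesterol synthesis (-0.076 in 25 of 34, adjusted p = 0.00587). In limma 0 oxidative phosphorylation, ribosomal or interferon genes passed, against 13, 8 and 4 at an unadjusted p under 0.05 (camera adjusted p = 0.313, 0.55 and 0.17). The ribosomal median was -0.0017, opposite in sign to the mean of 0.0090 (0.032 with each array centred).

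Of the 163 probe sets with unequal spread, 77.9% moved together across animals. In this cluster 86 have no symbol, 34 several and 7 a single one, and their median level was 3.15 against 5.31 over all probe sets. Transcripts of other multicopy germline families (21 measured) correlated with the cluster with a median of 0.0178, and 1 of them above 0.5. Members of the cluster were left out of this list beforehand. The value thus shows only that the remaining families as a set did not move with the cluster, and it does not decide on genomic DNA. Single-copy testis transcripts (19) correlated with the cluster with a median of -0.0846, which argues against RNA of germ cells. The SD of the cluster mean was 0.69 after 3 h of sleep and 1.01 after 6 h of deprivation, and the 4 arrays furthest above their group means lay in 1 run, so that the spread was not tied to early sleep alone. Without the 5 arrays that stand apart 66 of the cluster's probe sets still passed, which leaves open how far those arrays carry the pattern. No biological explanation was tested.

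Adipocyte markers rose over undisturbed sleep by 0.99 per 12 h (permutation p = 2.50e-04). The most abundant were Pnpla2 (11.38) and Fabp4 (10.95), 9 of 10 lay above the median probe set in these hearts, 1 is in another list, and the study names 0. Fat transcripts shared by white and brown fat rose by a median of 0.67, 17 of 18 upward, which follows from the rise whatever its source, so that fat carried along at dissection and a change within heart fat cannot be told apart. Brown fat transcripts changed by -0.23 against the shared ones (permutation p = 0.0956). Within groups the brown fat transcripts moved together less (median correlation 0.38) than the shared ones (0.74). They may thus follow brown fat poorly here, so that a rise of brown fat beyond all fat was not seen but stays open. Over the first 6 h the change was 0.20 (SE 0.57), so that the runs and time cannot be told apart. A change within heart adipocytes was not tested.

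By the strict definition 307 named genes were sleep-repressed and 366 sleep-enhanced. The study reports more. In probe sets the count of 931 was 1246 with the study's trend model (80 arrays, a common intercept and a slope for each state), 523 sleep-repressed and 723 sleep-enhanced. With time of day as a factor, which the study's first step did not hold, it was 1302. The trend model may thus account for part of the difference, and how much of it in named genes was not tested. It does not account for the balance, since the study reported more sleep-repressed than sleep-enhanced genes.

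With the labels regrouped within 100 splits, the real one included, 1 split (the real one) gave a count as large for the state effect (2979, highest other 1), at 3 h (565, 10), at 6 h (916, 286), at 9 h (1176, 5), at 12 h (1114, 53), for the interaction (0.371% of probe sets, highest other count 1), the trends over sleep (6241, 1) and deprivation (3611, 0), the sleep-specific transcripts (931, 0), the baseline comparison (4363, 2) and the variance (163, 11), so that a random assignment of the labels can be excluded for these counts. For the sleep-specific transcripts all arrays were regrouped, so that this does not test whether the 2 steps agree beyond chance. The regroupings mixed the runs, and thus leave them open for the interaction, the trends, the sleep-specific transcripts, the baseline comparison and the variance. For the 9 lists past camera 40 of 100 splits gave as many (highest other 23, median of the others 7) and for the 1 cell type list 90 did (highest other 10, median of the others 3), so that chance cannot be excluded for these, whereas for the 5 lists with an estimated correlation 1 did (highest other 1).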
